A study of Mus musculus with 6 samples. Its data were reported in "Metabolic convergence on lipogenesis in RAS, BCR-ABL, and MYC-driven lymphoid malignancies" (2021).

How the data were processed

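Total RNA of 4188 cells was extracted with a Qiagen kit with a column DNA digestion, and sequencing and read analysis were done by BGI, per the labels. The submitters' notes name BWA, Bowtie and the mouse build mm9, without roles or versions, and the strandedness of the libraries is not given in the sources used here. Sampling began 24 h after seeding, and each of the 6 times (0, 4, 8, 12, 24 and 48 h of doxycycline at 20 ng/ml) has 1 library. The authors deposited for each library a table of genes with an expected count, an estimate of reads per gene that is fractional where reads are shared between genes, with no normalization. The same tables hold FPKM, which the authors scaled to gene length and to the counted total of the library. FPKM recomputed from count, length and total stood at a median ratio of 1.01 in every library, for genes with at least 50 counts and 2000 bases. The tables list only genes with reads, 8254 to 9147 per library and 11722 in all, and an unlisted gene was taken as 0. A joined table was used for gene symbols alone, and its 6 columns of values were not used. Totals of expected counts were 213840 to 346721 per library, so the precision of a single gene is low, and a count of 3, used as a floor, is 9.60 to 14.4 CPM on TMM-scaled library sizes.

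Changes with time were tested with edgeR 4.0.16 in R 4.3.3: expected counts were rounded, genes with at least 10 counts in at least 1 library kept (3835), libraries scaled by TMM (factors 0.836, 0.944, 0.950, 0.961, 1.18 and 1.18 in order of time), and a quasi-likelihood slope on log2(hours + 1) fitted with 4 residual degrees of freedom, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The residuals hold noise and any departure from a straight line, and a fitted change is the slope times the span from 0 to 48 h, with a standard error from the F statistic. The test first set down was limma on log2(FPKM + 1), and edgeR was among its alternatives. edgeR became the main test once the deposited tables were seen to hold expected counts, and limma 3.58.1 results are given beside it. On simulated counts with 200 changed genes edgeR called 34 genes, none of them false, and recovered 24% of genes lowered 4-fold over 48 h, 42% of genes raised 4-fold, 2% of genes lowered 2-fold and 0% of genes raised 2-fold. The trended dispersion of that simulation was taken after a run with the common dispersion had been seen. The real fit called 810 genes, and the adjustment then lets larger p values pass, so the recovery rates above do not give its sensitivity. A missing call still does not show that a gene kept its level.

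Single times were compared with MYC ON by differences of log2(FPKM + 1) in 11298 genes with FPKM of at least 1 in at least 1 library. No test can be made between groups of 1, so the counts at 2-fold were set beside 1000 simulated sets of libraries of unchanged genes with Poisson counts. An exact binomial test of each pair of libraries with Benjamini-Hochberg adjustment was added. Panel genes were correlated with hours by exact permutation over all orders. The median over each gene list of the mean MYC OFF minus MYC ON difference was set against 10000 random lists matched on level in 20 bins. Over the lists, the medians of these random lists were 0.10 to 0.31, so a list median is not to be read against 0. Intervals of counts, shares and count ratios are exact (Clopper-Pearson or Poisson) at 95%, and those of the medians of ribosome biogenesis genes come from a bootstrap over members.

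The groups, the 40 gene lists, the naming rule, the comparisons and most alternatives were chosen before the data were examined. The naming rule took all measured members of the MYC network and the study panel, up to 4 members of each other list with the largest mean difference, the 10 lower and 10 higher genes with the largest smallest-difference over the MYC OFF libraries, and 5 genes each way with the largest difference at 4 h, late alone, or in passing, among genes with FPKM of at least 5 in at least 1 library. It works on FPKM and takes many genes with few counts, so other members were added after their values were seen and are marked as such. The lists cover the MYC network, the study panel, other fatty acid, cholesterol, lipid regulator, glycerolipid, sphingolipid and fatty acid oxidation genes, glycolysis, the tricarboxylic acid cycle, glutamine use, serine and polyamine metabolism, nucleotide synthesis, ribosome biogenesis, cytosolic and mitochondrial ribosomal proteins, translation factors, chaperones, the respiratory chain, mitochondrially encoded genes, replication, mitosis, G1 cyclins, cell cycle inhibitors, p53 and BCL2 genes, both stress responses, T cell identity, markers of other cell types, interferon, checkpoints, lysosome, immediate early genes, histones and reference genes.

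The alternatives set down beforehand were a pseudocount of 0.1, an FPKM minimum of 5 or none, median-ratio factors, TPM, slopes on hours or on the order of libraries, MYC ON against all MYC OFF, the MYC OFF libraries alone, each library left out, DESeq2 1.42.0 and no count filter. Chosen after seeing the data were edgeR with DESeq2 size factors, without the 10 genes with most counts, at equal depth (213840 counts per library), and without genes that overlap a protein-coding gene on the opposite strand or hold an antisense stretch of an mRNA from the lists. Overlaps of at least 50 exon bases were taken from GENCODE vM21 on GRCm38 with bedtools 2.31.1 and used only for which genes overlap, and 11154 of the 11722 genes were found there. Stretches of at least 100 bases at 85% identity were sought with blastn 2.17.0 in the coding parts of 159 mRNAs from the lists. A first search with whole mRNAs had been seen before the untranslated parts were dropped, and random sets in the overlap test were matched on length after an unmatched version had been seen. Python 3.11.15 with scipy 1.17.1 did the rest.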

Results

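RNA was sequenced from 4188 cells, a mouse T cell acute lymphoblastic leukaemia line from the Eμ-tTA/Tet-O-MYC model, in which doxycycline switches the MYC transgene off. One untreated culture (MYC ON) and cultures after 4, 8, 12, 24 and 48 h of doxycycline at 20 ng/ml (MYC OFF) each gave 1 library, so the 6 libraries hold no replicates. Expected counts summed to 288642 in MYC ON and to 346721, 323593, 227530, 225997 and 213840 in the MYC OFF libraries in order of time. Per library, 2061 to 2855 genes had at least 10 counts, and a count of 3, used as a floor, corresponded to 9.60 to 14.4 CPM on TMM-scaled library sizes. A RIKEN transcript, E030024N20Rik, alone held 22.9% of the counts in MYC ON (exact 95% interval 22.8 to 23.1) and 7.31% at 48 h (7.20 to 7.42). Counting intervals, exact intervals of shares and floors cover counting error only. No untreated culture was sampled at the later times, so hours of doxycycline and hours in culture run together. Genes named outside the naming rule, which are said in each paragraph, were chosen after their values were seen.

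The first question was whether Myc itself was lower after doxycycline. Myc (gene 17869) had 14 counts in MYC ON, or 60.7 CPM (counting interval 33.2 to 102), and 0 counts in each of the 5 MYC OFF libraries. At the MYC ON count as measured this was at least 26.4-fold lower, with the floor of 3 counts taken over the 5 libraries together, and with the counting error of both sides the log2 ratio of MYC OFF to MYC ON was at most -4.23. The edgeR trend of Myc did not pass with DESeq2 (adjusted p = 0.503) or with limma on FPKM (0.0966), and among the MYC OFF libraries, all at 0, there is no trend to test. How reads of the transgene were counted is not given in the sources used here. Of the 6 tested genes of the MYC network, Myc fell and none rose by edgeR, and the counts adjusted over the list alone were 1 and 0. Max, the dimerisation partner of MYC, had 7 counts in MYC ON and 2 at 48 h, under the minimum in every library, and was not tested. Mlx, a partner of the MondoA protein, had 19 in each and did not pass the test. The FPKM median of the network's members was -0.11 for the mean of MYC OFF minus MYC ON, and 0.07 without the 12 h library.

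The second question was which genes followed the time in doxycycline. In edgeR, 408 genes fell and 402 rose of 3835 tested, at an adjusted p under 0.05 for a slope on log2(hours + 1). Of the gene lists fixed beforehand, cytosolic ribosomal proteins, ribosome biogenesis and chaperones held the most falling members, and T cell identity held the most rising members. The limma fit on FPKM that was first chosen called 84 falling and 197 rising genes of 11298, of which 76 and 173 were also called by edgeR. DESeq2 called 271 and 215. Without the 48 h library edgeR called 262 and 155 genes, without the 24 h library 265 and 271, and without the 4 h library 317 and 255. Changes below are fitted log2 changes from 0 to 48 h with their standard errors, relative to the TMM scaling of the libraries. Of the genes named below, Hspd1, Atp5a1, Ccnd3, Cdk4, Ccna2, Rb1, Irf1, Srebf1, Cept1, Tmem79 and Gm1661 overlap a protein-coding gene on the opposite strand in the annotation, and how the counts were assigned to strands is not given in the sources used here.

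Genes of ribosome biogenesis fell: 20 of 31 tested members fell and 4 rose, and adjusted over the list alone the counts were 21 and 4. Nolc1, a nucleolar phosphoprotein, fell by 4.67 ± 0.49 on the log2 scale (edgeR adjusted p = 1.31e-06), from 94 counts to 5. Npm1 (nucleophosmin) went from 536 counts in MYC ON through 385, 183, 59 and 44 to 43 at 48 h, a change of -4.21 ± 0.49 (adjusted p = 4.52e-06). Ncl (nucleolin) went from 867 counts to 121, a change of -3.03 ± 0.42 (adjusted p = 4.15e-05). Each of these was lower in all 5 MYC OFF libraries, as were Ddx21, an RNA helicase of the nucleolus, at -4.52, and Ppan, Gnl3, Nop2 and Rrp9 at -4.44, -4.84, -4.82 and -4.23. Ppan had reached 3 counts from 35 at 4 h, and without MYC ON its slope per unit of log2(hours + 1) was 0.15 (adjusted p = 0.81), so its fall rests on the MYC ON library. Gnl3, Nop2 and Rrp9 did not pass in edgeR without MYC ON either (adjusted p = 0.691, 0.381 and 0.401), nor with limma on FPKM, as with Ppan and the rising Dimt1. Without MYC ON 8 members fell and 2 rose, and Bysl, Dimt1 and Tsr1 did not pass. The 4 rising members were Polr1b, a subunit of RNA polymerase I, at 2.89, Bysl at 2.48, Dimt1 at 1.99 and Tsr1 at 1.41, the last 3 known from small subunit assembly. Bysl, Dimt1 and Tsr1 overlap Ccnd3, Kif2a and Srr on the opposite strand, and Polr1b holds a stretch antisense to Rps19. Without the 48 h library 19 members fell and 2 rose, and Dimt1 and Tsr1 did not pass, nor did they without the 4, the 8 or the 24 h library. Tsr1 also did not pass without the 12 h library, and Rrp9 without the 24 h library. With DESeq2, Rrp9, Dimt1 and Tsr1 did not pass (adjusted p = 0.0893, 0.182 and 0.0717). In edgeR with a slope on hours, Rrp9, Gnl3, Ppan, Bysl and Tsr1 did not pass (adjusted p = 0.184, 0.0822, 0.0864, 0.0994 and 0.158). With limma on FPKM 9 members fell and 3 rose. Over the same libraries E030024N20Rik fell by 2.16 ± 0.55, and did not pass without the 48 h library (edgeR adjusted p = 0.134) or with limma on FPKM (0.130). Nolc1, Npm1, Ncl, Ddx21, the rising members and E030024N20Rik were chosen after their values were seen.

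Cytosolic ribosomal proteins fell in 36 of 39 tested members and rose in none, or 37 and 0 adjusted over the list alone. Rps19 had 107 counts in MYC ON, 112 at 4 h, 91 at 8 h and 7 at 48 h, a change of -3.68 ± 0.66 (edgeR adjusted p = 0.000533). Rpl10a changed by -3.51 ± 0.67 (adjusted p = 0.000889) and Rpl38 by -2.63 ± 0.60. The list's FPKM median was -0.21 at 4 h, -0.18 at 8 h, -1.06 at 12 h, -1.18 at 24 h and -1.89 at 48 h, against -0.82, -1.42, -1.87, -2.18 and -1.94 for ribosome biogenesis. Whether the lists differ in timing was not tested. Among chaperones and protein import factors, 18 of 21 fell and none rose, or 19 and 0 adjusted over the list alone. C1qbp, a mitochondrial matrix protein, changed by -5.03 ± 0.79 (adjusted p = 0.000135), and Hspd1 and Hsp90aa1, named after their values were seen, by -3.95 and -3.46. Of 14 translation factors 6 fell and none rose, or 8 and 0 adjusted over the list alone, with the helicase Eif4a1 at -2.74 ± 0.50 (adjusted p = 0.000636). Without the 48 h library 24 ribosomal proteins, 16 chaperones and 7 translation factors fell, and Rpl38 did not pass without MYC ON. With limma on FPKM, 13 ribosomal proteins, 9 chaperones and 3 translation factors fell, and Rpl38 and Eif4a1 did not pass.

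Genes of nucleotide synthesis fell in 8 of 19 tested members and rose in none, or 9 and 0 adjusted over the list alone. Atic, which completes purine synthesis, had 30 counts in MYC ON and 1 at 48 h, a change of -4.56 ± 0.71 (edgeR adjusted p = 0.000134). Gart, also of purine synthesis, changed by -4.21 ± 1.19, and Umps of pyrimidine synthesis had 10 counts in MYC ON and 0 at 48 h. In serine, one-carbon and polyamine metabolism 5 of 8 fell and none rose, with the same counts adjusted over the list alone. Srm, spermidine synthase, had 26 counts in MYC ON, 8 at 4 h and 1 or none in each later library (adjusted p = 0.000246, and 0.0558 with DESeq2). Shmt2, a mitochondrial enzyme of one-carbon metabolism, had 30 counts in MYC ON and 4 at 48 h (adjusted p = 0.00253, and 0.354 with DESeq2). Phgdh, the first enzyme of serine synthesis, changed by -4.13 ± 0.67 (adjusted p = 0.000186) and was named after its values were seen. Nucleotide synthesis held 5 falling members without the 48 h library and 4 without MYC ON, and the serine list 5 and 3. Gart, Umps and Srm did not pass without MYC ON. With limma on FPKM 1 member of each of these lists fell, and Gart, Umps, Srm and Shmt2 did not pass.

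In other lists of energy metabolism, falling members are to be read beside the 408 of all 3835 tested genes that fell. In the tricarboxylic acid cycle, glutamine use and glycolysis the share that fell was near or below that of all tested genes. Of 18 nuclear-encoded respiratory chain genes 4 fell and none rose, all of them subunits of complexes III and V (Atp5b, Atp5c1, Atp5a1 and Uqcrc1, named after their values were seen). Adjusted over the list alone the counts were 9 and 0. The number that fell was 1 without the 4, the 12, the 24 or the 48 h library, 6 without the 8 h library and 8 without MYC ON, when 1 rose. Of 7 mitochondrial ribosomal proteins 3 fell and none rose on both adjustments, with Mrpl12 at -3.29 ± 0.69 (edgeR adjusted p = 0.00177), and 1 fell without MYC ON, when Mrpl12 did not pass. In the tricarboxylic acid cycle 1 of 9 fell, Mdh2, by 1.69 ± 0.59 (adjusted p = 0.0445, named after its values were seen), and none passed adjusted over the list alone. Mdh2 did not pass without the 4, the 12, the 24 or the 48 h library, or without MYC ON. In glutamine use 1 of 7 fell on both adjustments, the amino acid transporter Slc7a5 at -2.85 ± 0.67 (adjusted p = 0.00419). This list held 2 falling members without the 48 h library and 0 without MYC ON. In glycolysis 1 of 16 fell on both adjustments, the lactate transporter Slc16a1, named after its values were seen, and 0 fell without the 48 h library, while 1 rose without the 12 h library and 3 without MYC ON. The glycolysis list's FPKM median was -0.05 as deposited and 0.06 as TPM, while the median fitted change of its tested members was 0.46. With limma on FPKM 1 respiratory chain gene and 1 mitochondrial ribosomal protein fell, and 0 members of the other 3 lists passed, with an adjusted p of 0.345 for Mdh2 and 0.116 for Slc7a5. Mdh2 also did not pass with DESeq2 (0.147).

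**Figure D1:**
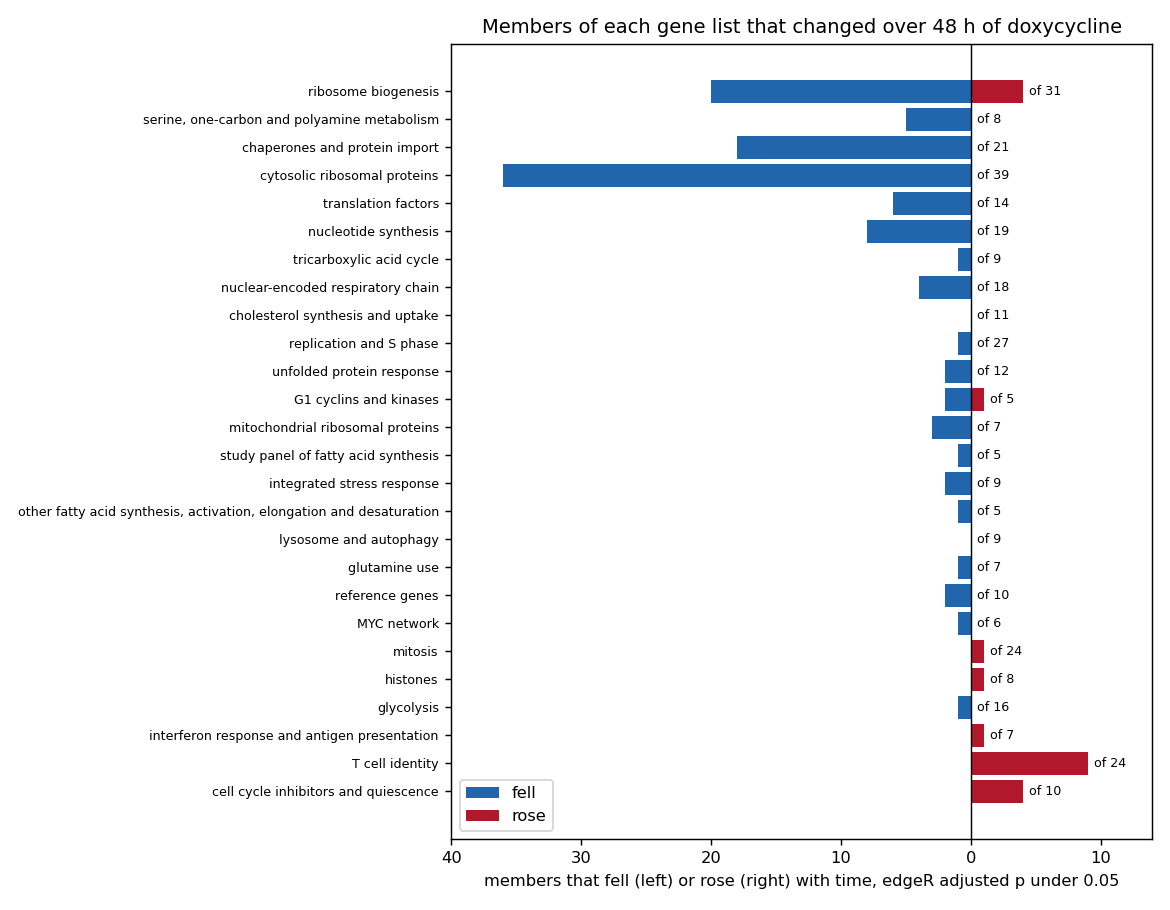
Horizontal bars give the number of members of each gene list that fell (left) or rose (right) over 48 h of doxycycline at an edgeR adjusted p under 0.05, with the number of tested members beside each bar. Lists with fewer than 5 tested members are left out. Cytosolic ribosomal proteins have 36 falling members of 39, and T cell identity has 9 rising members of 24.

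Genes of T cell identity rose: 9 of 24 tested members rose and none fell, with the same counts adjusted over the list alone. Cd27, a costimulatory receptor, had 2 counts in MYC ON, 28 at 24 h and 132 at 48 h, a change of 7.74 ± 0.79 (edgeR adjusted p = 1.12e-06). Bcl11b, a transcription factor of T cell commitment, went from 13 counts to 72, a change of 2.24 ± 0.51 (adjusted p = 0.00340), and the kinase Itk changed by 2.55 ± 0.71 (adjusted p = 0.0140, and 0.0779 with DESeq2). Rag1, a subunit of the recombinase that joins receptor gene segments, changed by 2.96 ± 0.55 (adjusted p = 0.000664). Satb1, Cd4, Dntt, Ptprc and Cd6 were the other members that rose. All of the named members with values were higher in all 5 MYC OFF libraries, each set against the same 1 MYC ON library. Rag1 and the members without a value were named after their values were seen. Without the 48 h library 5 members of the list rose, 4 of them among these 9. Cd4, Itk, Dntt, Ptprc and Rag1 did not pass in edgeR without it (adjusted p = 0.152, 0.250, 0.188, 0.0621 and 0.0563). The list held 6 rising members without the 4 h library, without the 24 h library or without MYC ON. Dntt and Ptprc did not pass without the 4 or the 24 h library, nor Itk, Ptprc and Bcl11b without MYC ON. With limma on FPKM 5 members rose, and Itk, Dntt, Ptprc and Cd6 did not pass. Ptprc also did not pass with DESeq2 (adjusted p = 0.0892) or in edgeR with a slope on hours (0.0951).

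Among cell cycle inhibitors and genes of quiescence 4 of 10 rose and none fell on both adjustments: the retinoblastoma gene Rb1, the CDK inhibitor gene Cdkn2b, and the antiproliferative genes Btg1 and Btg2. Btg2 changed by 2.23 ± 0.73 (edgeR adjusted p = 0.0316, and 0.101 with DESeq2), and the other 3 were named after their values were seen. Of this list 2 rose without the 4 h library, 3 without the 24 h library, 3 without MYC ON and 1 without the 48 h library, where Rb1 and Btg2 did not pass (edgeR adjusted p = 0.113 and 0.182), nor did Btg2 without the 4 h library or MYC ON. Of 5 G1 cyclins and kinases Cks1b fell by 2.95 ± 0.94 (adjusted p = 0.0288, and 0.0823 with DESeq2), Cdk4 fell by 1.89 ± 0.68 (adjusted p = 0.0480, and 0.2 with DESeq2) and Ccnd3 rose by 1.90 ± 0.59 (adjusted p = 0.0241), the same counts as adjusted over the list alone. Cdk4 did not pass when any 1 of the 6 libraries was left out, Cks1b without the 48 h library or MYC ON, and Ccnd3 without the 4 or the 24 h library. Of 27 replication genes only Ccna2, cyclin A2, fell, by 2.04 ± 0.48 (adjusted p = 0.00419), and none rose, on both adjustments, while 10 fell without MYC ON, 2 without the 12 h library and 1 rose without the 48 h library. Of 24 mitosis genes only Mki67, which encodes the proliferation antigen Ki-67, rose, by 1.81 ± 0.53 (adjusted p = 0.0186, and 0.0974 without the 24 h library), 2 rose without the 48 h library, 0 rose and 1 fell without MYC ON, and none passed adjusted over the list alone. Its counts were 56, 151, 121, 144, 273 and 141 in order of time. Among 8 histone genes H1f0, the linker histone of resting cells, rose by 3.42 ± 0.53 (adjusted p = 0.000116), from 20 counts to 219, and none fell, on both adjustments. With limma on FPKM 1 inhibitor and H1f0 rose, Cks1b fell, and no replication or mitosis gene passed. The limma adjusted p was 0.0734 for Rb1, 0.0507 for Btg2, 0.221 for Cdk4, 0.0762 for Ccnd3, 0.0878 for Ccna2 and 0.0687 for Mki67. Ccnd3 and Mki67 also did not pass in edgeR with a slope on hours (adjusted p = 0.146 and 0.175), nor did Btg2 and Cdk4. Cdk4 and Ccna2 were named after their values were seen. The replication list's FPKM median was -0.09 for the mean of MYC OFF minus MYC ON, and 0.25 without the 48 h library. By time it was 0.49, 0.49, 0.26, 0.23 and, at 48 h, -1.84, and the median fitted change of the 27 tested members was -1.11.

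**Figure D2:**
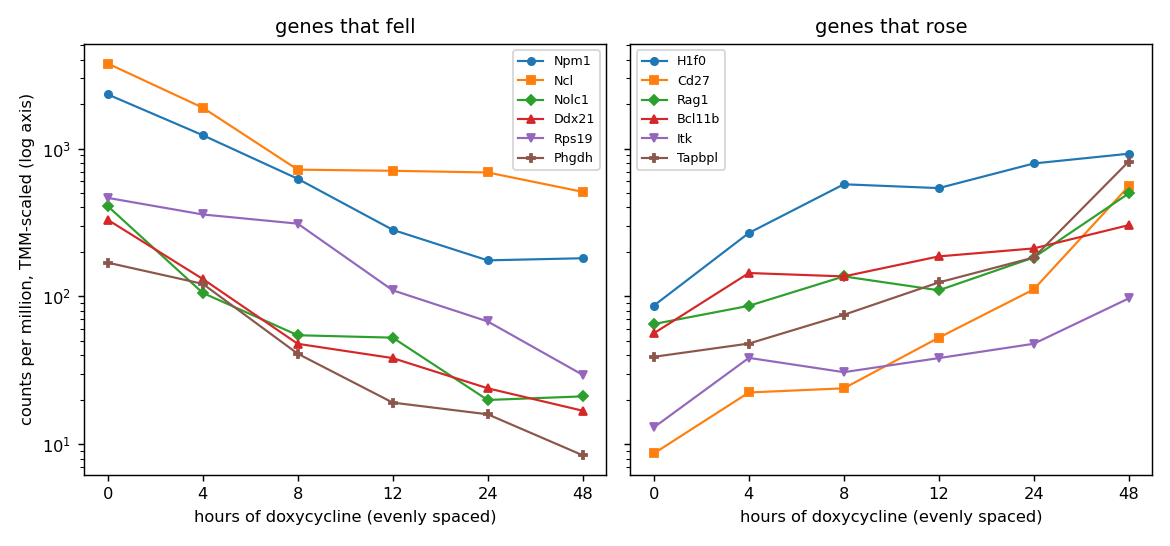
CPM on TMM-scaled library sizes (vertical log axis) against hours of doxycycline (horizontal axis, evenly spaced) for 6 genes that fell and 6 that rose, with 1 library per point. Npm1 runs from 2326 CPM in MYC ON to 181 at 48 h, and Cd27 from 8.68 to 557.

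The study's own question was whether genes of fatty acid synthesis were lower when MYC was off. The panel of 8 genes is the study's own, so a count in it is not taken as independent evidence of its direction. Fasn (gene 14104), fatty acid synthase, had 35 counts in MYC ON and 40, 26, 16, 18 and 9 in order of time, and fell by 1.76 ± 0.51 (edgeR adjusted p = 0.0178). It was the only 1 of 5 tested panel genes to fall, none rose, and the counts were the same adjusted over the list alone. Acly (gene 104112), ATP citrate lyase, had 32 counts in MYC ON and 12 at 48 h, a change of -1.10 ± 0.53 (adjusted p = 0.147). Acaca (gene 107476), acetyl-CoA carboxylase, had 12 and 6, a change of -0.91 ± 0.69 (adjusted p = 0.368). Scd2 (gene 20250), a stearoyl-CoA desaturase, had 41 and 26, a change of -0.41 ± 0.48 (adjusted p = 0.573), and Cs (gene 12974), citrate synthase, had 8 and 6 (adjusted p = 0.535). Scap (gene 235623), Scd1 (gene 20249) and Scd3 (gene 30049) had at most 9 counts in any library and were not tested. On TMM-scaled CPM, Acly, Acaca, Fasn and Scd2 were lower than MYC ON in all 5 MYC OFF libraries and Cs in 4, while on the log2(FPKM + 1) scale Acly and Scd2 were higher at 24 h, by 0.01 and 0.44, and Cs was lower at 24 h alone. All of these comparisons share the 1 MYC ON library. Its TMM factor, 0.836, was the lowest and raises its CPM, so the shared direction is not separate evidence from each library. The fall of Fasn did not pass without the 48 h library (adjusted p = 0.114), with DESeq2 (0.0619) or with limma on FPKM (0.368), and over all alternatives its adjusted p ran up to 0.836. The log2 ratio of 48 h to MYC ON had a counting interval of -3.24 to -0.92 for Fasn, -2.55 to -0.46 for Acly, -2.74 to 0.48 for Acaca and -1.47 to 0.05 for Scd2, so those of Acaca and Scd2 include 0.

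**Figure D3:**
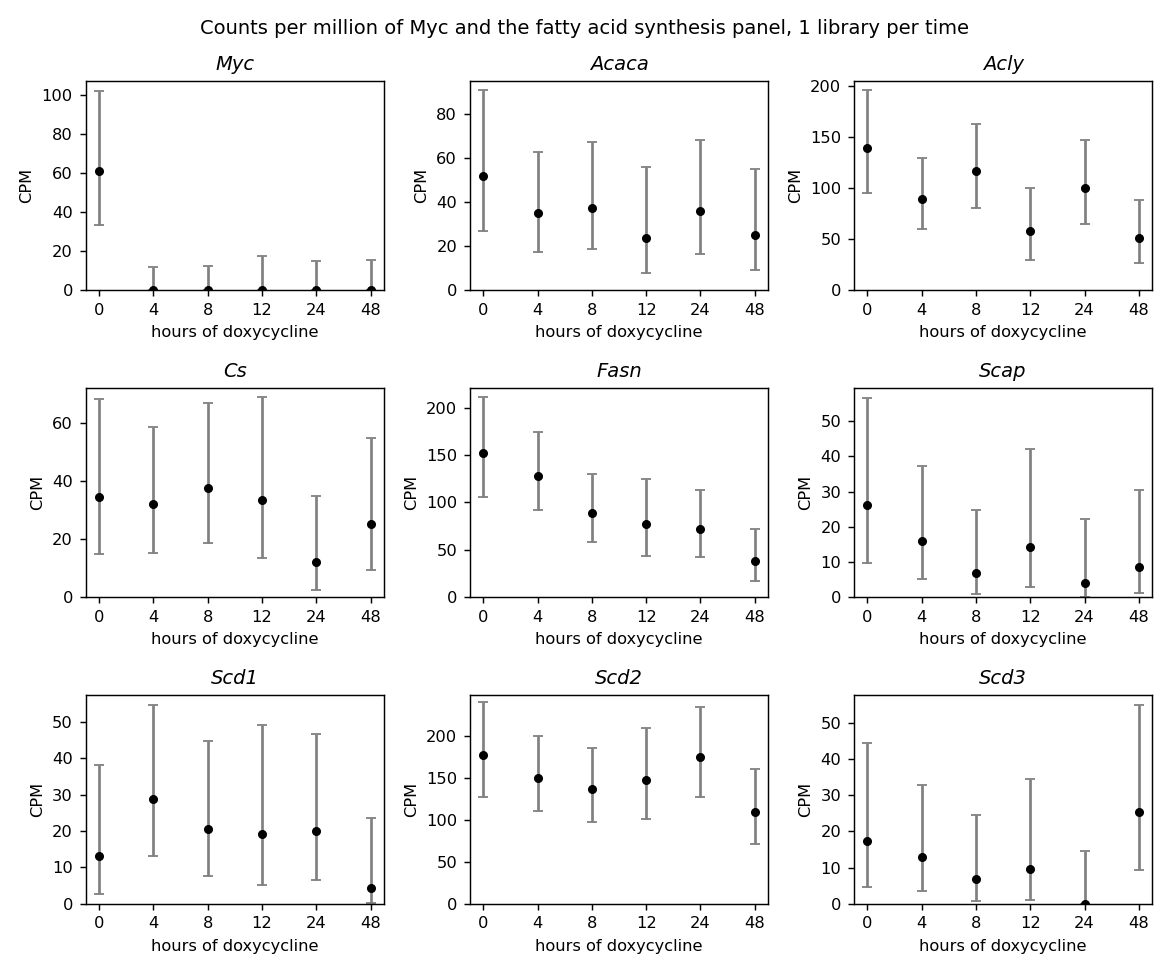
TMM-scaled CPM of Myc and the 8 panel genes (vertical axes) against hours of doxycycline (horizontal axes, evenly spaced), with 1 library per point and exact 95% counting intervals as bars. Fasn runs from 152 CPM in MYC ON to 37.9 at 48 h, and Myc has 0 counts in every MYC OFF library.

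The panel was also set against hours across the 6 libraries, with 8 genes in the family and exact two-sided permutation tests over the 720 orders, whose smallest p is 0.00139. For Fasn, Pearson's r of log2(FPKM + 1) with hours was -0.91 (exact p = 0.00694, adjusted 0.0556) and Spearman's rho was -0.94 (exact p = 0.0167, adjusted 0.133). Without the 24 and 48 h libraries, over the 4 that remained and untested, r was -0.96 for Fasn, -0.90 for Acaca, -0.75 for Acly, -0.44 for Scd2, 0.70 for Cs, -0.57 for Scap, 0.36 for Scd1 and -0.76 for Scd3. No panel gene passed after adjustment: the other adjusted exact p values for r ran from 0.725 to 0.947. Over all 6 libraries Scd2 had r = -0.02, Acaca -0.27, Cs -0.27, Acly -0.48, Scap -0.48, Scd1 -0.62 and Scd3 0.21. Since Myc was detected in 1 of the 6, a relation with Myc across libraries is the same contrast as MYC ON against MYC OFF. It rests on the 1 MYC ON library and adds nothing to that contrast. The median over the panel of the mean MYC OFF minus MYC ON difference was -0.42 on the log2(FPKM + 1) scale, at percentile 6.99 of random lists with like levels. By the same measure ribosome biogenesis stood at percentile 0, the tricarboxylic acid cycle at 2.24 and cholesterol synthesis at 8.47. Other fatty acid genes stood at 11.5 and T cell identity at 100.

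Other genes of fatty acid synthesis and handling held 1 falling member of 5 tested and no rising one on both adjustments: Fabp5, a fatty acid binding protein, at -3.07 ± 0.67 (edgeR adjusted p = 0.00260, and 0.103 with limma). Without MYC ON 2 of them fell. No member of the lipid lists in this paragraph passed with limma on FPKM. None of 11 tested genes of cholesterol synthesis and uptake passed on either adjustment. Their median fitted change was -1.42, and the FPKM median of all 22 measured members was -0.19 for the mean of MYC OFF minus MYC ON and -0.83 at 48 h. None of 3 tested sterol and lipogenic regulators passed. Srebf1, the transcription factor of lipogenesis, had 17 counts in MYC ON and 34 at 48 h (adjusted p = 0.0957). Of 3 tested genes of glycerolipid and phospholipid synthesis Cept1, which makes phosphatidylcholine and phosphatidylethanolamine, rose (adjusted p = 0.00157), 0 fell, and the counts adjusted over the list alone were 2 rising and 0 falling. Cept1 had 0, 2, 1, 0, 3 and 22 counts in order of time, and its rise did not pass in edgeR without the 48 h library (adjusted p = 0.513) or with limma on FPKM (0.145). Of 4 sphingolipid genes Smpd4, named after its values were seen, rose on both adjustments, but 0 rose when any 1 of the MYC OFF libraries was left out, and 2 without MYC ON. None of 3 tested genes of fatty acid oxidation passed on either adjustment, and 1 fell without the 8 h library.

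Each MYC OFF library was set against MYC ON by a rule of size, a difference of at least 2-fold on the log2(FPKM + 1) scale, which is no test. Of 11298 genes, 1485 were lower and 1836 higher at 4 h, 1592 and 2106 at 8 h, 2321 and 2241 at 12 h, 1923 and 3169 at 24 h, and 2258 and 3557 at 48 h. Simulated libraries of unchanged genes gave medians of 1307 lower and 1454 higher at 4 h, and 1748 and 1471 at 48 h, so most of the 4 h count is of the size that counting error gives. An exact test of the counts of each pair of libraries, chosen after the data were seen, put 181 genes lower and 71 higher at 4 h, and 672 and 651 at 48 h, at an adjusted p under 0.05. It compares libraries and not conditions. At 4 h the genes lower by this test included Ncl (867 and 591 counts), Npm1 (536 and 385), Nolc1 (94 and 33) and Ppan (35 and 3), and the genes higher included H1f0 (20 and 84) and Mki67 (56 and 151). Of these, Ncl, Npm1 and Nolc1 were named after their values were seen. The share of 2-fold genes that were higher at 24 h was 62.2% with FPKM as deposited and 49.6% with median-ratio factors. Among 620 genes with a mean of at least 50 counts, deposited FPKM stood above MYC ON by a median of 0.15 at 4 h and at 8 h, 0.35 at 12 h, 0.50 at 24 h and 0.33 at 48 h on the log2 scale.

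**Figure D4:**
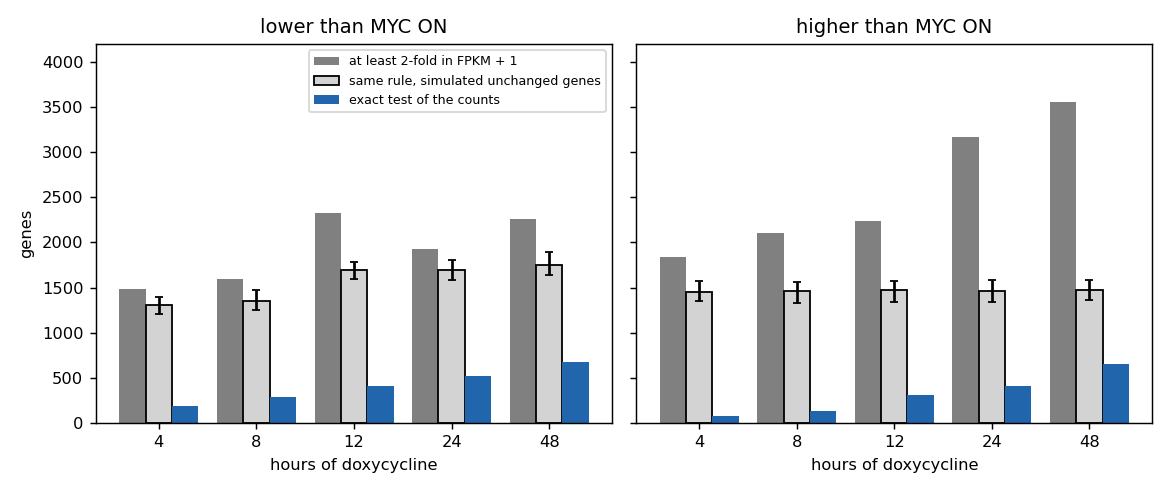
Bars count the genes lower (left) or higher (right) than MYC ON at each time of doxycycline (horizontal axis, hours), by the 2-fold rule, by the same rule in simulated libraries of unchanged genes (median of 1000, with their full range as error bars) and by the exact test of the counts. At 48 h the rule counts 3557 higher genes, the simulation 1471 and the exact test 651.

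All 5 MYC OFF libraries were at least 2-fold lower than MYC ON for 332 genes and higher for 388, against simulated medians of 167 and 175. The simulation holds counting error alone, with no spread between cultures, and all comparisons share the 1 MYC ON library. The excess over it is therefore not a number of changed genes. With median-ratio factors 432 genes were lower and 313 higher, so the larger side depends on the scaling. Without the 4 h library, on deposited FPKM, the counts were 515 and 620. With ranking by the smallest difference, the naming rule took genes with few counts besides Myc: the other 9 lower ones had 1 to 5 counts in MYC ON and 0 after. Among the higher ones Tmem79 had 0 counts in MYC ON and 27 at 48 h (edgeR adjusted p = 0.000809), and Gm1661 had 0 and 19 (adjusted p = 0.00763). Among genes that were near MYC ON at 4 h and differed late, Vmn2r84, annotated as a vomeronasal receptor gene, had 0 counts in MYC ON and 61 at 48 h (adjusted p = 1.31e-06), and Nme2, a nucleoside diphosphate kinase, had 22 and 0 (adjusted p = 0.0126). Without the 48 h library Gm1661 and Nme2 did not pass in edgeR (adjusted p = 0.158 and 0.0761), nor did Nme2 without the 24 h library (0.0676) or with limma on FPKM (0.0855). Among genes that differed at 4 h or only in passing, Fam177a had 47 counts at 4 h and 0 in all other libraries, Hist1h2ap had 9, 0, 0, 0, 11 and 4, and Fam98b had 4, 0, 0, 0, 2 and 3.

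Among the stress lists, Atf4, the transcription factor of the integrated stress response, fell by 2.10 ± 0.70 (edgeR adjusted p = 0.0367, and 0.158 with DESeq2), and Sars, a tRNA synthetase, fell by 2.27 ± 0.74. They were the falling members of 9 tested, none rose, and adjusted over the list alone 3 fell. Without the 48 h library or MYC ON neither passed, Atf4 also not without the 12 h library and Sars not without the 4 or the 24 h library, and 1 member rose without MYC ON. Stc2, a secreted glycoprotein of the same list, had 17, 4, 1, 0, 15 and 19 counts in order of time. In the unfolded protein response the lectin chaperones Canx and Calr, named after their values were seen, were the falling members of 12 tested, none rose, and none passed adjusted over the list alone. None of the list fell without the 4, the 24 or the 48 h library, 1 fell without MYC ON, and 1 rose without the 48 h library. None passed on either adjustment among 3 tested p53 targets, 3 BCL2 family genes, 9 genes of lysosome and autophagy and 2 immediate early genes. The FPKM medians over all measured members of these lists were 0.09, 0.02, 0.42 and 0.41, against 0.20, 0.25, 0.18 and 0.17 for random lists of like level. With median-ratio factors those of the p53 and BCL2 lists were -0.12 and -0.20. The median fitted changes of the tested members were 0.69, -0.35, -0.42 and 0.70. In the lysosome list 1 member fell without the 12 h library and 2 without MYC ON. Of 7 genes of interferon response and antigen presentation Irf1, an interferon-induced transcription factor, rose by 3.45 ± 0.85 (adjusted p = 0.00610, and 0.0554 without the 48 h library) and none fell, on both adjustments. Irf1 also rose with limma on FPKM, and no member of the other lists in this paragraph passed, with an adjusted p of 0.233 for Atf4 and 0.319 for Sars. Sars also did not pass with DESeq2 (0.138), and neither passed in edgeR with a slope on hours.

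Among markers of other cell types, no member of the B cell, myeloid, natural killer or immune checkpoint lists had enough counts to be tested. The B cell gene Cd79a had 0 counts in MYC ON and 7 at 48 h (limma adjusted p = 0.0283 on FPKM). Both tested stromal and epithelial markers, Thy1, which T cells also express, and Pecam1, did not pass on either adjustment. The 1 tested erythroid marker, the transferrin receptor Tfrc, which dividing cells also express, had 26 counts in MYC ON and 0 at 48 h and fell (edgeR adjusted p = 0.000670) on both adjustments. None of the 13 mitochondrially encoded genes is listed in the files. Of 10 tested reference genes Ppia fell by 2.61 ± 0.55 (adjusted p = 0.00172), Rpl13a fell, named after its values were seen, and none rose, on both adjustments, with 1 falling without the 4, the 24 or the 48 h library. Tfrc and 1 reference gene, Ppia, also fell with limma on FPKM. Actb had 91 counts in MYC ON and 125 at 48 h (adjusted p = 0.431). The FPKM median of the reference list was 0.12 as deposited and -0.11 with median-ratio factors.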

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

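The exact test of library pairs and the edgeR settings with DESeq2 factors, without overlapping genes, without the top genes and at equal depth were chosen after the result was seen, and the other settings were set down beforehand. No setting called a gene in the direction opposite to edgeR. Against 408 falling and 402 rising genes, DESeq2 called 271 and 215 (268 and 215 of them shared), limma on FPKM 84 and 197 (76 and 173 shared), limma with a pseudocount of 0.1 52 and 196 (51 and 171), with FPKM of at least 5 119 and 264 (105 and 212), without a filter 72 and 177 (66 and 158), with median-ratio factors 134 and 101 (122 and 87), and on TPM 47 and 252 (47 and 204). Without overlapping genes 266 fell and 280 rose of 2684, fewer genes being tested. For 1 MYC ON against 5 MYC OFF libraries edgeR called 0 and 0 (219 and 131 at an unadjusted p under 0.05) and limma 118 and 5 (2 and 0 shared), the lone MYC ON library being assumed to vary like the others. Leaving out 1 MYC OFF library at a time gave 262 to 413 falling and 155 to 380 rising genes, lowest without 48 h, and counts for all remaining MYC OFF libraries of 386 to 515 lower and 452 to 620 higher, where fewer libraries have to pass. Without a count filter, with DESeq2 factors, on hours, on the order of libraries, with the MYC OFF libraries only, without the 10 genes with most counts and at equal depth, both counts stayed within 1.5 times those of edgeR. Like counts are not the same genes: with the MYC OFF libraries only, 313 fell and 395 rose, and 221 and 280 of them were shared. Ppan reversed with the MYC OFF libraries only (slope 0.15).

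With FPKM of at least 5, fewer genes enter: 874 were lower and 1098 higher at 4 h, 971 and 1343 at 8 h, 1527 lower at 12 h, 1225 lower at 24 h and 181 lower in all MYC OFF libraries. Genes higher in all MYC OFF libraries were 594 with a pseudocount of 0.1 and 591 with TPM. The exact test put 181 lower and 71 higher at 4 h, 288 and 134 at 8 h, 404 and 306 at 12 h, 516 and 411 at 24 h, and 672 and 651 at 48 h. Where no construction is named, the cause was not tested. Of 80 named genes with a call, 64 kept it with DESeq2, 38 to 46 with the limma slopes, 55 without the 48 h library, 68 to 77 without another MYC OFF library, 54 with the MYC OFF libraries only, and 0 with edgeR and 2 with limma for MYC ON against MYC OFF. For the list medians, 20 alternative values moved by more than their spread over the MYC OFF libraries and 292 did not.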

Other observations

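The tests of overlap beyond chance, of shared stretches, of library order and of the power for the panel were chosen or revised after the result was seen. The genes with most counts included several that are not described above, named after their values were seen. Cmah, which makes the sialic acid Neu5Gc, fell from 5565 counts in MYC ON to 301 at 48 h, and Tmem55b, which encodes a lysosomal phosphatase and lies opposite to Apex1, fell from 2201 to 160, changes of -3.95 ± 0.56 and -3.95 ± 0.42 (edgeR adjusted p = 4.42e-05 and 1.31e-06). Slc7a11, the cystine transporter, had 18364 counts in MYC ON and 9272 at 48 h (adjusted p = 0.328). Among the genes that rose, the zinc finger gene Zfp704 went from 18 counts to 489, the calcium channel gene Trpv6 from 67 to 755, Vasn from 34 to 568, Cmya5 from 0 to 163 and Tapbpl, a TAPBP-related gene of antigen presentation, from 9 to 194. Their edgeR adjusted p ran from 2.17e-07 for Cmya5 to 3.78e-05 for Trpv6. All 5 were higher than MYC ON in each MYC OFF library, but every comparison shares the 1 MYC ON library. In MYC ON and at 4 h the counts were 0 and 3 for Cmya5 and 9 and 15 for Tapbpl. They were 18 and 41 for Zfp704, 67 and 107 for Trpv6, and 34 and 84 for Vasn.

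Abundant counts lay often on genes that overlap another gene on the opposite strand: 41 of the 78 annotated genes among the 100 with most counts, against a median of 13 and a highest of 26 in 10000 random sets of like length. No random set reached this number, which argues against chance overlap, but the sets were matched on length alone. A candidate explanation was that reads were assigned to the strand opposite to their mRNA. Its own test did not decide: of 18 genes lying opposite a gene of the lists 5, or 27.8% (exact 95% interval 9.69 to 53.5), held more counts than that gene. More than 50% was predicted for abundant mRNAs. Not all of the listed genes were abundant: among the 5 pairs, Tbp (opposite Pdcd2) and Heatr1 (opposite Lgals8) had 10.1 and 9.20 CPM. Bop1 and Wdr12, at 13.9 and 17.5 CPM, held more than the genes opposite them. The 18 pairs are bound to 6 of the lists and miss Tmem55b, with 2201 counts in MYC ON against 79 for Apex1. They also count the pair of Ccnd3 and Bysl against the explanation, although Bysl, at a mean of 11119 CPM against 301 for Ccnd3, is itself the gene with many counts there, so the explanation stays open. Reads shared between gene copies stay open too, with 2 antisense and 0 sense stretches among the 78 searched, a ratio of 2 when the 0 is set at 1, and 15 and 12 in the search with whole mRNAs. No biological explanation was tested.

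For the fall of ribosome biogenesis genes 3 technical explanations were looked at: a few genes with most counts, library depth, and opposite-strand assignment. The list's median fitted change was -3.03 over 31 members (bootstrap interval -3.96 to -2.30). The bootstrap intervals give the spread over members and not that between cultures. The median was -2.99 without the 10 genes with most counts and -3.06 at equal depth (bootstrap interval -4.29 to -1.44). The fit already scales libraries by size and TMM, so neither change could move the median much. Neither value decides on its explanation. Over 23 members the median was -3.48. These had no protein-coding gene overlapping by at least 50 exon bases on the opposite strand and no antisense stretch of the searched mRNAs. For the overlaps sought, this argues against opposite-strand assignment as the whole cause. Other overlaps were not sought. With members at 0 counts set at their bound the median was -3.03. Time in culture without doxycycline, an effect of doxycycline itself and the loss of MYC stay open and untested, since no untreated culture was sampled later and each time has 1 library.

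Of 100 orders of the 6 libraries, the real one included, 1 gave as many genes as the 810 that rose or fell, and the highest of the others gave 467. That order correlated at -0.86 with the real one, so it was close to its reverse. No other drawn order called as many genes, which argues against chance order at this number of orders. The test says nothing of what changed with time, or of chance differences between single cultures.

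For the missing calls on the other tested panel genes, low depth was tested on 25 simulated copies of each gene. Each copy started at the gene's mean share of the counts and fell from there, so its mean count lay below the gene's own. The copies were lowered on library totals. On TMM-scaled sizes, with factors of 0.836 in MYC ON and 1.18 at 48 h, they fell by more than stated. Their rates hold for these settings and not for a 2-fold fall on the tested scale. Of copies lowered 2-fold over 48 h on that basis, 0% were called for Acaca and 0% for Cs (exact 95% interval 0 to 13.7 for each), as low depth predicts. The settings do not match a 2-fold fall of these 2 genes, so low depth stays a possible explanation and no more. For Acly 40% were called (21.1 to 61.3) and for Scd2 52% (31.3 to 72.2), so low depth stays open for them. Of copies lowered 4-fold, 36% were called for Acaca, 28% for Cs, 64% for Acly and 80% for Scd2. For counting error alone, the log2 ratio of 48 h to MYC ON leaves out a 4-fold fall for Scd2 (-1.47 to 0.05) and includes it for Acaca (-2.74 to 0.48), Cs (-2.26 to 1.26) and Acly (-2.55 to -0.46).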
